A study of Rattus norvegicus with 45 samples. Its data were reported in "A systems approach reveals species differences in hepatic stress response capacity" (2023).

How the data were processed

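Liver RNA of 45 male Sprague-Dawley rats (5 weeks old, fasted for 16 h) was measured on Affymetrix rat expression arrays, 1 array per animal. The animals formed 9 groups of 5: baseline at 0 h, vehicle (1% hydroxyethylcellulose, by oral gavage) at 3, 6, 9 and 24 h, and APAP at 1000 mg/kg in the same vehicle at the same times. The log2 values in the deposited table were made by the authors, who background-corrected, quantile-normalised and summarised the probe intensities with RMA (affy 1.64.0 in R 3.6.1, RMA version not given). The authors kept 13877 probe sets, each standing for 1 gene. A second deposited sheet paired them with Entrez numbers and symbols, and its 45 value columns carried animal codes that the labels do not explain, so those columns were not used. Of the probe sets, 13530 matched a current gene table, 908 had a placeholder symbol, 615 had a symbol that differs from the current table, and 8 symbols were blank or broken in the file. Genes are named as in that sheet. Array batches and scan dates were not given in the sources used here. Values lay between 3.48 and 15.07 and 0 were missing.

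Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, default settings) on the deposited values, with no covariate. Each APAP group was compared with the vehicle group of its time, and each vehicle group with baseline, in a fit of those 10 arrays alone. Whether the APAP effect differed between neighbouring times was tested as an interaction in a fit of 20 arrays. P values were adjusted by Benjamini-Hochberg over all 13877 genes, and a gene was called at an adjusted p under 0.05 and a change of at least 1.5-fold. With 5 animals per group the number of arrays limits the precision of each value, and no depth applies to arrays.

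The design, the tests, 36 gene lists, a panel of 30 genes (26 measured) and the rule for naming genes were fixed before the data were examined. The rule named the panel genes, and the 10 largest increases and 10 largest decreases with APAP (5 and 5 for vehicle) among genes that passed, had a proper symbol and had groups that did not overlap. For interactions it named the 5 largest differences each way that passed. In each list described it named up to 4 members that passed with the largest change, or 2 with the lowest p where none passed. A few genes the rule named are not reported here, and none was put in their place. Counts over all genes and lists include them. Map1lc3b, Mt1, A2m and Mki67 of the panel were not on the table and are not analysed here. Some lists were known from the study (Nrf2, ER stress, autophagy, inflammation, cell death and ribosome biogenesis) and others were written from general knowledge of liver. Lists were tested with camera in limma, with a preset correlation of 0.01 between genes and Benjamini-Hochberg over the 36 lists of the 4 APAP comparisons, of the 4 vehicle comparisons (144 tests each) or of the 3 interactions (108 tests). Camera asks whether a list shifts more than the other genes. The counts of list members use the adjustment over all genes, and a second count adjusted over the list alone is given where it differed.

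The lists were Nrf2 targets, glutathione synthesis and conjugation, ER stress, Atf4 targets, autophagy, lysosome, heat shock, immediate early genes, p53 targets, cell death regulators, inflammatory genes, acute phase proteins, interferon response, and ribosome biogenesis. Others were markers of neutrophils and monocytes, Kupffer cells and macrophages, lymphocytes, endothelial cells, stellate cells and fibroblasts, cholangiocytes, and erythroid cells and platelets. The rest were hepatocyte identity, pericentral and periportal genes, cytochrome P450 and drug oxidation, glucuronidation with sulfation and export, bile acids, cholesterol biosynthesis, Ppara targets, lipogenesis, gluconeogenesis and fasting, cell cycle, proteasome, respiratory chain, hypoxia and circadian clock.

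The scripts were tested on simulated data first. In each of 11 comparisons of 13877 genes, 200 genes were changed by a known amount, and of 50 genes per size 33 to 47 were recovered at 1.6-fold, 45 to 50 at 2-fold, 49 to 50 at 3-fold and 50 at 5-fold. At most 4 unchanged genes were called in a comparison. Chance was tested by regrouping the 10 arrays of a comparison in 100 of the 126 possible splits into 5 and 5, and for differences between times by regrouping both APAP and vehicle arrays in 100 ways. For overlaps that share arrays, a simulation without effects and a split of the shared arrays were run.

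Alternatives tried were one fit of all 45 arrays, limma-trend, robust empirical Bayes, array quality weights, leaving out the 25% dimmest genes, cyclic loess normalization, centring each array on 6 ribosomal protein genes, a stricter adjusted p of 0.01, no fold threshold, a 2-fold threshold, limma treat, baseline in place of vehicle, a replicate block, an estimated camera correlation, and leaving out each animal in turn. Leaving out the arrays that lay apart from their groups was added after seeing the data. Principal components were computed on centred log2 values of all genes.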

Results

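The data set held 45 liver arrays from male Sprague-Dawley rats, with 5 animals in each of 9 groups. One group was killed before dosing (baseline, 0 h). The others received either acetaminophen (APAP, an analgesic that injures the liver at high doses) at 1000 mg/kg or vehicle, and were killed at 3, 6, 9 or 24 h. The animals were fasted for 16 h before dosing. Each array gave a log2 intensity for 13877 genes, with values between 3.48 and 15.07 and no missing value. The number of arrays limits the precision of every value.

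Animals of the same group gave similar profiles. The Pearson correlation across genes between arrays of a group, which describes array similarity and not independent replication, ran from 0.983 (APAP at 24 h) to 0.996 (baseline), and 0 pairs of arrays were identical. The first principal component held 44.4% of the variance and set the APAP animals at 3, 6 and 9 h apart from the others, while the second held 12.8% and followed time after dosing. The median standard deviation of a gene was 0.101 at baseline and 0.0981 to 0.115 in the vehicle groups. It was 0.107, 0.128, 0.123 and 0.141 in the APAP groups at 3, 6, 9 and 24 h. The difference in spread between APAP and vehicle groups was not tested.

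**Figure D1:**
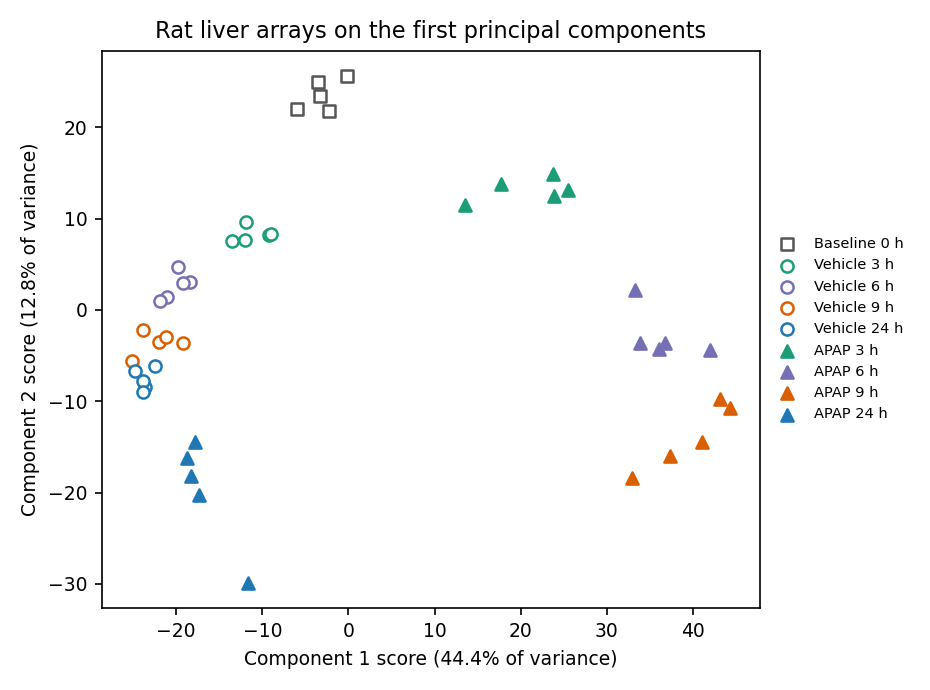
Scores of the 45 arrays on principal components 1 (44.4% of variance) and 2 (12.8%), with 1 point per animal and 5 animals per group. APAP animals at 3, 6 and 9 h lay at high scores on component 1 and those at 24 h beside the vehicle animals.

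Each APAP group was compared with the vehicle group of the same time, which asks how the liver transcriptome responded over the course of the injury. The number of changed genes was 877 at 3 h (463 higher and 414 lower), 1957 at 6 h (980 and 977), 2376 at 9 h (1200 and 1176) and 472 at 24 h (216 and 256). Values below are log2 fold changes ± SE with n = 5 animals per group, and a gene is said to rise or fall only at an adjusted p under 0.05 and a change of at least 1.5-fold. Of the 26 measured genes of a panel fixed in advance, 12 rose and 2 fell at 3 h, 15 rose and 1 fell at 6 h, 18 rose and 1 fell at 9 h, and 5 rose and 1 fell at 24 h. Cyp2e1, the main enzyme that activates APAP in liver, did not pass at 3 h (-0.11 ± 0.05), 6 h (-0.11 ± 0.05), 9 h (0.01 ± 0.06) or 24 h (0.06 ± 0.06). Alb, which encodes albumin, lay between 15.01 and 15.04 in every group, beside the highest value of 15.07, so a rise could not have been seen.

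**Figure D2:**
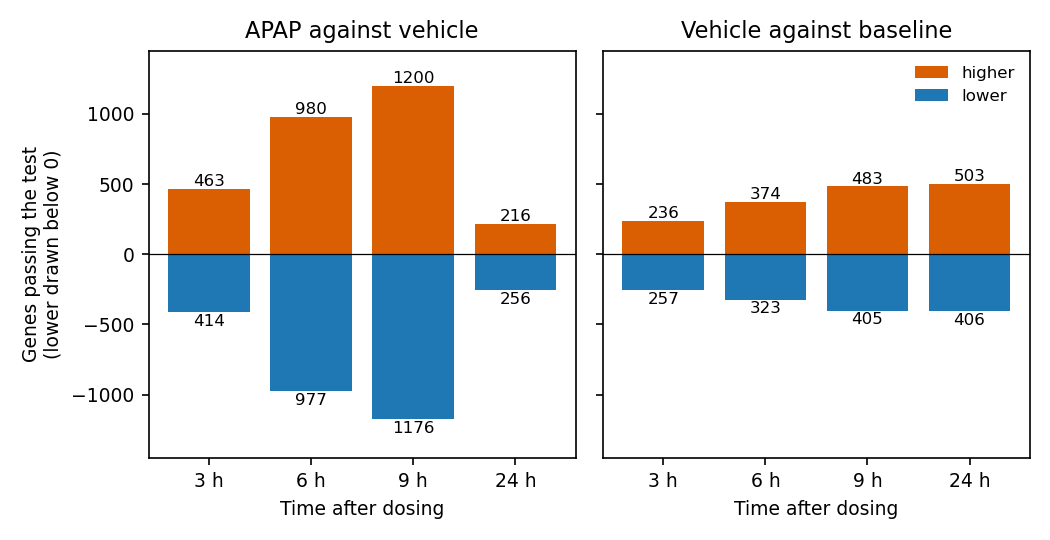
Number of genes that passed the test in each comparison, with genes that rose drawn above 0 and genes that fell below 0. With APAP the count rose from 877 at 3 h to 2376 at 9 h and was 472 at 24 h, while with vehicle it went from 493 to 909.

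At 3 h the largest increases were in stress-induced regulators. Atf3, a transcription factor switched on by many stresses, rose by 6.62 ± 0.35 (98.6-fold, limma adjusted p = 1.54e-07), and Igfbp1, a secreted binder of insulin-like growth factors made in fasting and stress, rose by 6.62 ± 0.35. Against baseline Igfbp1 was higher by only 1.56, as vehicle animals had themselves changed by -5.06. Chac1, which breaks down glutathione, rose by 5.20 ± 0.44, and the growth regulator Myc by 4.08 ± 0.14. Among the largest decreases, Rtp3 changed by -4.17 ± 0.18, the lipogenic regulator Mid1ip1 by -4.13 ± 0.30 and the clock gene Per2 by -2.82 ± 0.22. The antioxidant genes Srxn1 (3.00 ± 0.14), Hmox1 (2.73 ± 0.20) and Txnrd1 (0.72 ± 0.10) had risen, whereas Nqo1 (0.13 ± 0.30), Gclc (-0.11 ± 0.13) and Gclm (0.37 ± 0.08) had not passed. The cytokine gene Il1b fell (-0.68 ± 0.11), and Ccl2 (-0.15 ± 0.11) and Cxcl1 (-0.23 ± 0.10) did not pass.

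Gene lists fixed before the data were examined showed which programmes these genes belonged to. Among targets of Atf4, which directs the integrated stress response, 18 of 27 measured members rose, none fell and 9 did not pass (camera adjusted p = 1.03e-15, and adjusted p = 0.0427 with an estimated correlation), with Gdf15 (4.49 ± 0.39), Fgf21 (3.95 ± 0.28) and Slc38a2 (3.90 ± 0.15) among them. Of the immediate early genes, 16 of 24 rose (camera adjusted p = 8.03e-15, adjusted p = 0.197 with an estimated correlation), including Jun (4.55 ± 0.28) and Dusp1 (4.19 ± 0.34). Of the p53 targets, 8 of 23 rose (camera adjusted p = 2.26e-05, and adjusted p = 0.0427 with an estimated correlation), although Gadd45a (3.63 ± 0.21) and Sesn2 (1.96 ± 0.24) also respond to Atf4. For the Nrf2 targets, the antioxidant programme, 7 of 24 rose and 1 fell (camera adjusted p = 0.0371, adjusted p = 0.608 with an estimated correlation). Of the autophagy genes, 10 of 30 rose (camera adjusted p = 2.77e-05, adjusted p = 0.197 with an estimated correlation), with Ulk1 at 1.21 ± 0.12. Both lists were topics of the study on these samples, so those counts are not independent evidence. Of the gluconeogenesis and fasting genes, 11 of 23 rose and 1 fell (camera adjusted p = 2.89e-07, adjusted p = 0.0765 with an estimated correlation), with Pck1 at 3.85 ± 0.29. Of the Ppara targets of fatty acid oxidation, 8 of 29 rose (camera adjusted p = 1.1e-07, adjusted p = 0.311 with an estimated correlation), with Pdk4 at 3.06 ± 0.35. Of the hypoxia genes, 6 of 20 rose (camera adjusted p = 0.0148, adjusted p = 0.21 with an estimated correlation), led by Ddit4 (3.43 ± 0.18), itself an Atf4 target.

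Several lists lay lower at 3 h. Of the cholesterol biosynthesis genes, 7 of 21 fell (camera adjusted p = 0.000157, adjusted p = 0.377 with an estimated correlation), with Msmo1 at -1.41 ± 0.19. Of the lipogenesis genes, 1 of 22 rose and 8 fell (camera adjusted p = 0.00603, adjusted p = 0.315 with an estimated correlation), with Thrsp at -2.77 ± 0.30 and Fasn at -1.83 ± 0.11. The riser in the lipogenesis list was Lpin1 (2.08 ± 0.19), which also serves fatty acid oxidation. In the heat shock list, 2 of 21 rose and 5 fell (camera adjusted p = 0.0214, adjusted p = 0.576 with an estimated correlation). Hspa1b (2.37 ± 0.54) and Dnajb1 (1.46 ± 0.44) rose there and the cochaperone Chordc1 (-1.23 ± 0.11) fell. In the proteasome list, no member passed by itself (limma, 20 at an unadjusted p under 0.05, camera adjusted p = 0.000371, adjusted p = 0.655 with an estimated correlation). In the respiratory chain list no member passed by itself (limma, 17 at an unadjusted p under 0.05, camera adjusted p = 0.000366, adjusted p = 0.655 with an estimated correlation). Hepatocyte identity genes lay lower, as 3 of 29 fell (camera adjusted p = 0.0489, adjusted p = 0.626 with an estimated correlation), with Foxa2 at -1.55 ± 0.12. That list turned higher after cyclic loess normalization (adjusted p = 0.781). The lysosome list lay slightly higher, although no member passed by itself (limma, 12 at an unadjusted p under 0.05, camera adjusted p = 0.00711, adjusted p = 0.487 with an estimated correlation).

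The ER stress list was not called at 3 h, as 5 of 27 rose and 7 fell (camera adjusted p = 0.0559). The chaperones Creld2 (-1.93 ± 0.20) and Hyou1 (-1.30 ± 0.19) fell while Herpud1 rose (2.03 ± 0.20). Of the cell death regulators, 3 of 27 rose and 2 fell (camera adjusted p = 0.96), with Mcl1, which protects against death, rising (1.11 ± 0.09). Of the inflammatory genes, 3 of 26 rose and 3 fell (camera adjusted p = 0.925). The risers included the NF-kB inhibitors Nfkbia (1.56 ± 0.12) and Tnfaip3 (1.02 ± 0.14). Of the ribosome biogenesis genes, 1 of 27 rose (camera adjusted p = 0.153). All of these were topics the study took up on these samples and are not independent evidence. Counts adjusted over the list alone were the same for every list named at 3 h except the immediate early genes, where 17 rose. Against baseline in place of vehicle, Thrsp, Fasn, Msmo1, Gclc, Creld2, Hyou1 and Chordc1 changed sign at 3 h. Against it the heat shock (3 rose), proteasome (median 0.16), ER stress (6 rose and 1 fell) and ribosome biogenesis (4 rose) lists were higher (camera adjusted p = 0.0167, 2.75e-06, 1.76e-06 and 5.69e-08, adjusted p = 0.479, 0.476, 0.36 and 0.268 with an estimated correlation). Ppara targets (2 rose, camera adjusted p = 0.311), cholesterol biosynthesis (4 rose, 0.0565), lipogenesis (4 rose and 2 fell, 0.137) and the lysosome (0.64) turned direction without being called. The respiratory chain lost its call (0.371). Autophagy kept it with 1 riser (0.00681, adjusted p = 0.331 with an estimated correlation). Smaller than 0.5 times the printed value were Mid1ip1 (-1.31), Per2 (-0.49), Ulk1 (0.40), Pck1 (0.23), Pdk4 (1.51), Lpin1 (1.02) and Tnfaip3 (0.21).

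By 6 h the response had broadened. Atf3 rose by 6.78 ± 0.16 (110-fold, limma adjusted p = 5.7e-11), the heat-inducible chaperone Hspa1b by 5.82 ± 0.24, the Atf4 target Trib3 by 5.54 ± 0.12 and Zfand2a, a partner of the proteasome, by 5.45 ± 0.14. Srxn1, which repairs oxidised peroxiredoxins, rose by 4.81 ± 0.13, and Hmox1, which breaks down haem, by 4.17 ± 0.11. The largest decreases were in Thrsp (-4.53 ± 0.36), Mid1ip1 (-3.99 ± 0.28) and Rtp3 (-3.80 ± 0.22), followed by Car3 (-3.78 ± 0.17), and the master lipogenic factor Srebf1 fell too (-3.12 ± 0.19). Nqo1 (1.61 ± 0.40), Gclm (0.73 ± 0.17) and Slc7a11 (3.34 ± 0.15) had now passed, while Gclc (0.35 ± 0.12), Ccl2 (0.38 ± 0.20) and Cxcl1 (1.36 ± 0.53) had not.

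Among the Atf4 targets at 6 h, 20 of 27 measured members rose, none fell and 7 did not pass (camera adjusted p = 3.06e-12, and adjusted p = 0.0427 with an estimated correlation), with Ppp1r15a (4.14 ± 0.10), Chac1 (4.08 ± 0.39) and Ddit3 (3.76 ± 0.13). Of the immediate early genes, 17 of 24 rose (camera adjusted p = 6.17e-11, adjusted p = 0.0765 with an estimated correlation), for example Klf6 (4.27 ± 0.11). Of the ribosome biogenesis genes, 15 of 27 rose (camera adjusted p = 3.85e-11, adjusted p = 0.324 with an estimated correlation), with Nop58 (1.90 ± 0.15) and Gnl3 (1.70 ± 0.16). Of the Nrf2 targets, 8 of 24 rose and 1 fell (camera adjusted p = 0.00349, adjusted p = 0.519 with an estimated correlation). Of the autophagy genes, 9 of 30 rose and 2 fell (camera adjusted p = 0.00329, adjusted p = 0.211 with an estimated correlation), with Gabarapl1 at 1.67 ± 0.10. These were study topics and so not independent evidence. Of the p53 targets, 10 of 23 rose and 1 fell (camera adjusted p = 0.000772, adjusted p = 0.136 with an estimated correlation), for example Gadd45a (4.16 ± 0.14). Of the gluconeogenesis and fasting genes, 12 of 23 rose and 1 fell (camera adjusted p = 2.26e-05, adjusted p = 0.152 with an estimated correlation). Of the Ppara targets, 9 of 29 rose (camera adjusted p = 0.000208, adjusted p = 0.412 with an estimated correlation), with Cpt1a at 2.59 ± 0.23.

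Of the lipogenesis genes, 2 of 22 rose and 14 fell (camera adjusted p = 8.65e-05, adjusted p = 0.377 with an estimated correlation), with Fasn at -3.32 ± 0.37. For cholesterol biosynthesis, 2 of 21 rose and 12 fell (camera adjusted p = 0.00214, adjusted p = 0.547 with an estimated correlation), with Dhcr7 at -1.70 ± 0.14. Of the interferon response genes, 8 of 21 fell (camera adjusted p = 0.00572, adjusted p = 0.599 with an estimated correlation), among them the RNA sensor Ddx58 (-1.49 ± 0.22) and Isg15 (-1.38 ± 0.25). The respiratory chain list lay lower, although no member passed by itself (limma, 25 at an unadjusted p under 0.05, camera adjusted p = 3.02e-05, adjusted p = 0.377 with an estimated correlation). The heat shock list was not called (7 of 21 rose and 3 fell, camera adjusted p = 0.245), nor was hypoxia (5 of 20 rose, camera adjusted p = 0.077). The same held for ER stress (6 of 27 rose and 9 fell, camera adjusted p = 0.508), cell death (4 of 27 rose and 4 fell, camera adjusted p = 0.812) and inflammation (3 of 26 rose and 2 fell, camera adjusted p = 0.499), and for the proteasome, where no member passed by itself (limma, 12 at an unadjusted p under 0.05, camera adjusted p = 0.943). The death activator gene Bmf fell (-1.29 ± 0.09). Adjusted over the list alone, the lipogenesis list had 15 that fell and the other lists named here for 6 h had the same counts. When baseline took the place of vehicle at 6 h, Ppara targets were lower (2 rose and 4 fell, camera adjusted p = 0.0141, adjusted p = 0.612 with an estimated correlation). Higher were ER stress (8 rose), the proteasome (5 rose, median 0.43), heat shock (7 rose) and hypoxia (5 rose; camera adjusted p = 1.39e-05, 1.02e-13, 0.00104 and 0.0474, adjusted p = 0.421, 0.336, 0.453 and 0.268 with an estimated correlation). Lipogenesis (4 rose and 5 fell, 0.974), interferon (3 fell, 0.839) and the respiratory chain (0.104) lost their calls, and cholesterol biosynthesis turned higher without one (5 rose and 1 fell, 0.421). Cpt1a (-0.61), Thrsp, Fasn and Dhcr7 changed sign, and Mid1ip1 (-0.75), Car3 (-1.597), Srebf1 (-0.07), Gabarapl1 (0.72), Isg15 (-0.09) and Bmf (-0.56) were smaller than 0.5 times the printed value.

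At 9 h the number of changed genes was the highest of the 4 times. Hspa1b rose by 6.92 ± 0.08 (121-fold, limma adjusted p = 1.09e-13), Atf3 by 6.27 ± 0.21, Zfand2a by 5.93 ± 0.11 and Mmp3, a protease that degrades matrix, by 5.83 ± 0.14. Thrsp fell by 4.86 ± 0.39, Nrep by 4.74 ± 0.44, Car3 by 4.34 ± 0.16 and the triglyceride lipase gene Pnpla3 by 4.13 ± 0.46. Cyp7a1, which starts bile acid synthesis, changed by -3.66 ± 0.35. The chemokine genes Cxcl1 (2.03 ± 0.18) and Ccl2 (1.86 ± 0.24), which draw in neutrophils and monocytes, had risen, but Il1b (0.07 ± 0.21), S100a9 (1.23 ± 0.57) and Lcn2 (-0.01 ± 0.18) did not pass. Gclc (1.27 ± 0.11) and Gclm (1.56 ± 0.13), the subunits of the enzyme that limits glutathione synthesis, had risen, and Nqo1 did not pass (0.79 ± 0.42).

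In the heat shock list at 9 h, 13 of 21 measured members rose, 1 fell and 7 did not pass (camera adjusted p = 3.68e-08, adjusted p = 0.0765 with an estimated correlation), with Dnajb1 (4.03 ± 0.09), Bag3 (3.79 ± 0.13) and Hsph1 (2.95 ± 0.13). Of the ribosome biogenesis genes, 22 of 27 rose (camera adjusted p = 2.57e-14, adjusted p = 0.21 with an estimated correlation), with Nop56 at 2.47 ± 0.08. Of the Nrf2 targets, 13 of 24 rose and 4 fell (camera adjusted p = 0.000371, adjusted p = 0.286 with an estimated correlation), with Txnrd1 at 2.91 ± 0.09. Of the autophagy genes, 9 of 30 rose and 2 fell (camera adjusted p = 0.0148, adjusted p = 0.333 with an estimated correlation), with Sqstm1 at 1.14 ± 0.08. As study topics these counts are not independent evidence. The immediate early (17 of 24 rose) and Atf4 lists (14 of 27 rose and 1 fell) were higher (camera adjusted p = 2.39e-08 and 0.000345, adjusted p = 0.324 and 0.519 with an estimated correlation). Of the p53 targets, 11 of 23 rose and 3 fell (camera adjusted p = 0.0297, adjusted p = 0.286 with an estimated correlation), with the stress-induced cyclin Ccng1 at 2.81 ± 0.07. Of the hypoxia genes, 11 of 20 rose (camera adjusted p = 0.00137, adjusted p = 0.334 with an estimated correlation), including P4ha1 (1.57 ± 0.15) and the glucose transporter Slc2a1 (1.38 ± 0.12). The mean of that list was 8.17, 8.07 and 8.14 in APAP replicates 1, 4 and 5, against 7.70 and 7.79 in replicates 2 and 3. Of the proteasome genes, 3 of 28 rose (camera adjusted p = 0.00233, adjusted p = 0.692 with an estimated correlation), with Psmd3 at 0.74 ± 0.07. Ppara targets (10 of 29 rose and 2 fell) and gluconeogenesis and fasting genes (8 of 23 rose and 2 fell) were higher as lists (camera adjusted p = 0.00673 and 0.0499, adjusted p = 0.695 and 0.241 with an estimated correlation).

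Lipogenesis was the list with the lowest median at 9 h (-1.75). In it 1 of 22 rose and 17 fell (camera adjusted p = 3.68e-08, adjusted p = 0.29 with an estimated correlation), with Scd at -4.07 ± 0.32 and Fasn at -3.65 ± 0.27. Of the cholesterol biosynthesis genes, 2 of 21 rose and 11 fell (camera adjusted p = 0.00145, adjusted p = 0.608 with an estimated correlation), with Fdft1 at -2.12 ± 0.14. Of the respiratory chain genes, 4 of 33 fell (camera adjusted p = 0.000366, adjusted p = 0.519 with an estimated correlation), with Ndufs1 at -0.76 ± 0.09. Of the interferon genes, 6 of 21 fell (camera adjusted p = 0.0409, adjusted p = 0.692 with an estimated correlation). Of the cytochrome P450 and drug oxidation genes, 2 of 22 rose and 6 fell (camera adjusted p = 0.0489, adjusted p = 0.576 with an estimated correlation), with Cyp2c11 at -1.57 ± 0.30. Por, which feeds electrons to these enzymes, rose (2.51 ± 0.14). The study topics not called were ER stress (4 of 27 rose and 11 fell, camera adjusted p = 0.171), cell death (5 of 27 rose and 2 fell, camera adjusted p = 0.814) and inflammation (6 of 26 rose and 1 fell, camera adjusted p = 0.058), which are not independent evidence. Glutathione synthesis and conjugation was not called either (5 of 25 rose and 8 fell, camera adjusted p = 0.583). Adjusted over the list alone, 5 ER stress genes rose and, of the cholesterol genes, 3 rose and 12 fell, with the other lists named in this and the preceding paragraph unchanged. Against baseline, Thrsp, Fasn, Cpt1a and Dhcr7 changed sign at 9 h. The Ppara list was lower there (1 rose and 10 fell, median -0.46) and ER stress higher (5 rose and 2 fell; camera adjusted p = 2.45e-05 and 0.00686, adjusted p = 0.476 and 0.529 with an estimated correlation). Lipogenesis lost its call (6 rose and 7 fell, median -0.21, camera adjusted p = 0.371), and so did autophagy (0.097), gluconeogenesis (0.706), interferon (0.147) and the respiratory chain (0.121), while cholesterol biosynthesis turned higher without one (5 rose and 4 fell, 0.696). Por (0.11), Cyp7a1 (-0.08), Pnpla3 (0.00), Car3 (-1.63), Scd (-1.56) and Fdft1 (-0.78) were smaller than 0.5 times the printed value.

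**Figure D3:**
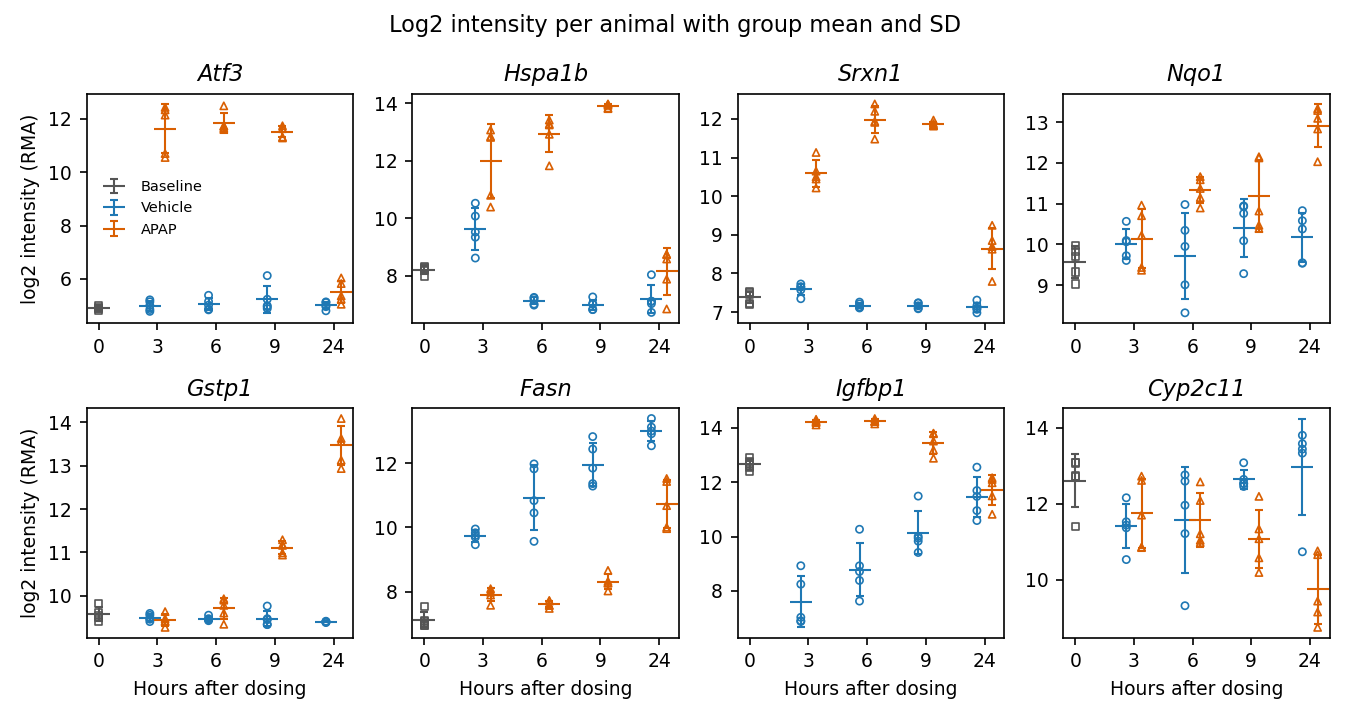
Log2 intensity of 8 genes against hours after dosing, with 1 point per animal and bars for the mean ± SD of 5 animals per group. Atf3 and Hspa1b were high with APAP at 3 to 9 h and near vehicle at 24 h, whereas Gstp1 and Nqo1 were highest at 24 h.

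At 24 h fewer genes had changed. Hspb1, a small heat shock protein, rose by 4.87 ± 0.17 (29.2-fold, limma adjusted p = 5.47e-08), the glutathione transferase Gstp1 by 4.08 ± 0.17, and the aldehyde reductases Akr1b8 and Akr7a3 by 3.98 ± 0.40 and 3.45 ± 0.25. Nqo1, which reduces quinones, rose by 2.74 ± 0.30, and Srxn1 was still higher (1.52 ± 0.21). Pklr, which catalyses the last step of glycolysis, fell by 2.95 ± 0.13, Scd by 2.64 ± 0.48 and Fasn by 2.28 ± 0.30. Atf3 (0.50 ± 0.17), Hmox1 (0.21 ± 0.10), Ddit3 (0.46 ± 0.19), Hspa1b (0.96 ± 0.35) and Myc (-0.85 ± 0.25) did not pass, and neither did Ccl2 (0.20 ± 0.21) or Cxcl1 (-0.34 ± 0.21). Cyp1a2, a drug-oxidising P450, fell (-1.07 ± 0.15).

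Of the Nrf2 targets at 24 h, 15 of 24 measured members rose, 1 fell and 8 did not pass (camera adjusted p = 4.08e-14, adjusted p = 0.0765 with an estimated correlation), with the exporter Abcc3 at 2.27 ± 0.25. Against baseline 21 of the Nrf2 targets rose and 0 fell. Like ER stress and ribosome biogenesis below, this list was a topic of the study and is not independent evidence. Of the glutathione synthesis and conjugation genes, 8 of 25 rose and 1 fell (camera adjusted p = 0.000208, adjusted p = 0.197 with an estimated correlation), with Gpx2 at 2.88 ± 0.43. In the proteasome list, 14 of 28 rose (camera adjusted p = 1.07e-18, adjusted p = 0.197 with an estimated correlation), with Psmb3 at 1.13 ± 0.10. Of the glucuronidation, sulfation and export genes, 5 of 20 rose and 1 fell (camera adjusted p = 0.00168, adjusted p = 0.321 with an estimated correlation). Ugt2b7 rose (2.69 ± 0.61) and Sult1e1 fell (-2.16 ± 0.60). Smaller upward shifts were called for ER stress (3 of 27 rose and 1 fell) and the lysosome (1 of 28 rose), both at camera adjusted p = 0.000542 (adjusted p = 0.377 and 0.21 with an estimated correlation). The same went for heat shock (4 of 21 rose, camera adjusted p = 0.0362, adjusted p = 0.547 with an estimated correlation) and ribosome biogenesis (1 of 27 rose, camera adjusted p = 0.00673, adjusted p = 0.695 with an estimated correlation), where the riser was Npm1 (1.00 ± 0.29).

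Cholesterol biosynthesis genes fell at 24 h, as 13 of 21 measured members fell, none rose and 8 did not pass (camera adjusted p = 1.81e-18, and adjusted p = 0.0427 with an estimated correlation), with Idi1 (-1.65 ± 0.21) and Hmgcs1 (-1.65 ± 0.14). Of the lipogenesis genes, 1 of 22 rose and 15 fell (camera adjusted p = 5.09e-15, adjusted p = 0.197 with an estimated correlation). Of the Ppara targets, 5 of 29 fell (camera adjusted p = 0.000213, adjusted p = 0.339 with an estimated correlation), with Angptl4 at -1.78 ± 0.22. Of the P450 genes, 5 of 22 fell (camera adjusted p = 5.81e-05, adjusted p = 0.21 with an estimated correlation), with Cyp2c11 at -3.23 ± 0.58. Genes of both zones of the liver lobule lay lower. Of the pericentral genes, 6 of 18 fell (camera adjusted p = 2.64e-05, adjusted p = 0.21 with an estimated correlation), with Oat at -1.95 ± 0.18. Of the periportal genes, 4 of 21 fell (camera adjusted p = 0.000573, adjusted p = 0.197 with an estimated correlation), with Aldh1b1 at -1.29 ± 0.30. Bile acid genes were lower as a list (5 of 27 rose and 5 fell, camera adjusted p = 0.021, adjusted p = 0.414 with an estimated correlation). So were gluconeogenesis and fasting genes (2 of 23 fell, camera adjusted p = 0.0409, adjusted p = 0.589 with an estimated correlation) and clock genes (3 of 18 fell, camera adjusted p = 0.0252, adjusted p = 0.197 with an estimated correlation). When each array was centred on 6 ribosomal protein genes, the median over all genes at 24 h was -0.70. The bile acid list then became higher (camera adjusted p = 7.72e-05), and so did the gluconeogenesis list (0.0397), while the clock list was no longer called (0.896). Sel1l, Hsp90b1, Slc3a2, Hspe1 and Gclc also changed sign under that centring. With baseline in place of vehicle at 24 h, the lipogenesis list was higher (12 rose and 3 fell, median 0.72, camera adjusted p = 1.22e-06, adjusted p = 0.348 with an estimated correlation). Cholesterol biosynthesis also turned higher, though not called (8 rose and 2 fell, median 0.18, camera adjusted p = 0.0559), and so did the clock list (0.868), while the lysosome list turned lower (0.668). Heat shock (0.977), bile acid (0.161) and gluconeogenesis (0.0626) lists lost their calls, and Sult1e1 was -0.81. Fasn (3.596), Scd (1.15), Pklr (1.01), Idi1 (0.98) and Aldh1b1 (2.23) then changed sign.

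Other lists were not called at 24 h. These were the Atf4 targets (1 of 27 rose and 1 fell, camera adjusted p = 0.392), immediate early genes (4 of 24 fell, camera adjusted p = 0.4) and p53 targets (1 of 23 rose, camera adjusted p = 0.432). Hypoxia genes (1 of 20 rose, camera adjusted p = 0.978), interferon genes (1 of 21 rose, camera adjusted p = 0.709) and the respiratory chain were others, and in the last no member passed by itself (limma, 10 at an unadjusted p under 0.05, camera adjusted p = 0.65). Against baseline the Atf4 list (11 rose and 1 fell) and interferon list (5 rose) were higher and the immediate early list lower (1 rose and 5 fell; camera adjusted p = 0.000179, 0.00237 and 0.029, adjusted p = 0.453, 0.529 and 0.453 with an estimated correlation). The study topic autophagy was not called (1 of 30 fell, camera adjusted p = 0.907). In cell death no member passed by itself (limma, 11 at an unadjusted p under 0.05, camera adjusted p = 0.0536). In inflammation no member passed by itself (limma, 3 at an unadjusted p under 0.05, camera adjusted p = 0.462). Counts adjusted over the list alone at 24 h differed for Nrf2 targets (16 rose), ER stress (4 rose), heat shock (5 rose), immediate early genes (5 fell), interferon genes (0 rose, limma, against 1), pericentral genes (7 fell) and bile acid genes (7 fell).

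Lists of markers covered other liver cell types. Of the neutrophil and monocyte markers, none of 14 passed (limma, 3 at an unadjusted p under 0.05) at 3 h, 1 fell at 6 h, 1 rose and 1 fell at 9 h and none passed (limma, 4 at an unadjusted p under 0.05) at 24 h. The camera adjusted p was 0.864, 0.245, 0.7 and 0.966, against adjusted p = 0.934, 0.655, 0.934 and 0.982 with an estimated correlation. At 9 h the mean of these markers was 7.17, 6.84 and 6.93 in APAP replicates 1, 4 and 5 and 6.49 and 6.61 in replicates 2 and 3, and that of erythroid and platelet markers 8.69, 8.41 and 8.59 against 7.57 and 7.77. Replicates 2 and 3 lay apart from the other 3 on 28 of the 36 lists, among them immediate early genes (8.29 and 8.24 against 8.95 to 9.03), Atf4 targets and cholesterol biosynthesis. A given division into 2 and 3 parts a list by chance in 20% of cases, or 7.2 of 36 independent lists, and no division of another group reached more than 15. This division was chosen after the results were seen, and the lists are not independent. The Kupffer cell and macrophage list lay higher at 3 h (1 of 16 rose, camera adjusted p = 0.00626, adjusted p = 0.626 with an estimated correlation), with Cd163 at 0.65 ± 0.13. Against baseline it was not called and pointed lower (median -0.0241, camera adjusted p = 0.955). It was not called at 6 h (camera adjusted p = 0.925) or 9 h (0.504). At 24 h it lay lower (1 of 16 fell, camera adjusted p = 0.00663, adjusted p = 0.626 with an estimated correlation), with the macrophage marker Adgre1 at -0.64 ± 0.11. Cholangiocyte markers lay lower at 3 h (2 of 17 fell, camera adjusted p = 0.0144, adjusted p = 0.21 with an estimated correlation), with Cdh1 at -1.11 ± 0.15, and at 6 h (3 of 17 fell, camera adjusted p = 0.0431, adjusted p = 0.377 with an estimated correlation). Both calls were lost against baseline (0.212 and 0.27), where Cdh1 was -0.53 at 3 h, Cd163 0.23 at 3 h and Lrat -0.06 at 24 h. At 24 h the stellate cell and fibroblast list lay lower (4 of 21 fell, camera adjusted p = 0.000345, adjusted p = 0.21 with an estimated correlation), with Lrat at -0.93 ± 0.16 and Col1a1 at -0.87 ± 0.18. So did the endothelial list, although no member passed by itself (limma, 5 at an unadjusted p under 0.05, camera adjusted p = 0.00375, adjusted p = 0.136 with an estimated correlation). Lymphocyte markers were not called at any of the 4 times (camera adjusted p = 0.349, 0.974, 0.979 and 0.351), nor were erythroid and platelet markers (camera adjusted p = 0.966, 0.943, 0.472 and 0.214). Acute phase proteins (camera adjusted p = 0.558, 0.847, 0.966 and 0.457) and the cell cycle list (0.111, 0.741, 0.648 and 0.67) were likewise not called, though Pcna rose at 9 h (1.89 ± 0.13). Against baseline acute phase proteins were lower at 3 h and cell cycle genes higher at 24 h (camera adjusted p = 0.0297 and 0.000745, adjusted p = 0.476 and 0.448 with an estimated correlation). Adjusted over the list alone, none of the neutrophil and monocyte markers rose at 9 h (limma, 1 fell), and the other cell type counts printed here did not change.

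Among lists that were not called, the sign of the median, the mean and the test sometimes differed. For cell death the median was -0.05, -0.13 and -0.08 at 3, 6 and 9 h while the mean was 0.06, 0.08 and 0.20. For inflammation at 3 h (-0.02), macrophage markers at 6 h (-0.07) and the proteasome at 6 h (-0.04) the median was negative and the test pointed up. The same kind of mismatch was seen for the cell cycle at 6 h, acute phase proteins at 9 h, and hypoxia and immediate early genes at 24 h.

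The same genes were often called at neighbouring times. Between 3 and 6 h, 351 genes rose at both and 306 fell at both, against 32.7 and 29.1 for independent lists, and 7 went opposite ways. Between 6 and 9 h the numbers were 725 and 704 against 84.7 and 82.8, and between 9 and 24 h 73 and 143 against 18.7 and 21.7, with 31 opposite. Of all genes, 9 rose at all 4 times (Akr7a3, Gpat3, PVR, Pla2g12a, Rbm3, Sat1, Srxn1, Txnrd1 and Zfand2a, given as the files name them), and 34 fell at all 4, among them Fasn and Thrsp. Those 9 were named after their values were seen. These comparisons share no control animals.

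Whether the effect of APAP changed from each time to the next was tested directly, as the later effect minus the earlier. Each effect is APAP minus vehicle, so a change in vehicle animals also counts. Hspa1b, for example, went from 9.61 at 3 h to 7.12 at 6 h in vehicle animals and from 11.98 to 12.94 in APAP animals. From 3 to 6 h 957 genes differed, 580 higher and 377 lower, with Hspa1b (3.45 ± 0.65, limma adjusted p = 0.000693) and the cell adhesion gene PVR (2.99 ± 0.22) higher and the bile acid regulator Nr0b2 (-2.55 ± 0.43) lower. From 6 to 9 h 434 differed, 231 higher and 203 lower, with Mmp3 (4.77 ± 0.34, adjusted p = 9.36e-08) and Akr1b8 (3.00 ± 0.40) higher and Trib3 (-2.87 ± 0.48) lower. From 9 to 24 h 2279 differed, 1165 higher and 1114 lower, with the transporter gene Slc17a3 (3.99 ± 0.50, adjusted p = 3.05e-06) higher and Hspa1b (-5.96 ± 0.39), Atf3 (-5.77 ± 0.29) and Myc (-4.69 ± 0.36) lower. In the fixed panel, 7 genes moved higher and 1 lower from 3 to 6 h, 5 and 1 from 6 to 9 h, and 2 and 16 from 9 to 24 h.

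As lists, ribosome biogenesis genes moved higher from 3 to 6 h, with 18 higher of 27 (camera adjusted p = 3.91e-22, adjusted p = 0.202 with an estimated correlation). So did heat shock genes, with 8 higher of 21 (camera adjusted p = 0.000287, adjusted p = 0.485 with an estimated correlation), and Nrf2 targets, with 4 higher of 24 (camera adjusted p = 0.0184, adjusted p = 0.722 with an estimated correlation). The proteasome list did too, with no member of 28 passing by itself (limma, 9 at an unadjusted p under 0.05, camera adjusted p = 0.000315, adjusted p = 0.73 with an estimated correlation). Lipogenesis moved lower, with 9 lower of 22 (camera adjusted p = 5.95e-05, adjusted p = 0.485 with an estimated correlation). Against baseline its median with APAP was 0.03 at 3 h, -0.06 at 6 h and -0.21 at 9 h, while more of its genes rose in vehicle animals over that time. The interferon list, with 5 lower of 21 (camera adjusted p = 0.00275, adjusted p = 0.659 with an estimated correlation), and the macrophage list, with 1 lower of 16 (camera adjusted p = 0.0496, adjusted p = 0.856 with an estimated correlation), also moved lower. From 6 to 9 h the heat shock list moved higher, with 10 higher of 21 (camera adjusted p = 2.77e-14, adjusted p = 0.143 with an estimated correlation), and so did the proteasome, with 2 higher of 28 (camera adjusted p = 9.25e-06, adjusted p = 0.659 with an estimated correlation). Hypoxia (4 higher of 20) and inflammation (2 higher and 1 lower of 26) moved higher as well (camera adjusted p = 0.000315 and 0.0266, adjusted p = 0.418 and 0.659 with an estimated correlation). The same was seen for Nrf2 targets (5 higher and 1 lower of 24) and ribosome biogenesis (1 higher of 27), with camera adjusted p = 0.0275 and 0.0214 (adjusted p = 0.722 and 0.859 with an estimated correlation). Lipogenesis again moved lower, with 6 lower of 22 (camera adjusted p = 9.25e-06, adjusted p = 0.485 with an estimated correlation), and so did gluconeogenesis and fasting genes, with 3 lower of 23 (camera adjusted p = 0.00159, adjusted p = 0.202 with an estimated correlation). Atf4 targets, with 2 lower of 27 (camera adjusted p = 0.00178, adjusted p = 0.659 with an estimated correlation), and the endothelial list, with no member of 16 passing by itself (limma, 7 at an unadjusted p under 0.05, camera adjusted p = 0.0401, adjusted p = 0.418 with an estimated correlation), moved lower too. The study topics among these are not independent evidence.

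From 9 to 24 h the immediate early list moved lower, with 16 lower of 24 (camera adjusted p = 7.88e-12, adjusted p = 0.323 with an estimated correlation), and so did ribosome biogenesis, with 13 lower of 27 (camera adjusted p = 1.38e-09, adjusted p = 0.485 with an estimated correlation). Ppara targets, with 1 higher and 12 lower of 29 (camera adjusted p = 9.63e-06, adjusted p = 0.559 with an estimated correlation), and heat shock, with 3 higher and 11 lower of 21 (camera adjusted p = 0.000231, adjusted p = 0.323 with an estimated correlation), went the same way. Atf4 targets, with 1 higher and 13 lower of 27 (camera adjusted p = 0.000287, adjusted p = 0.659 with an estimated correlation), and hypoxia genes, with 9 lower of 20 (camera adjusted p = 0.000464, adjusted p = 0.418 with an estimated correlation), moved lower too. Gluconeogenesis and fasting genes did so, with 8 lower of 23 (camera adjusted p = 0.00308, adjusted p = 0.409 with an estimated correlation). Of the remaining lower lists, p53 targets came with 2 higher and 11 lower of 23 (camera adjusted p = 0.00783, adjusted p = 0.202 with an estimated correlation) and autophagy with 10 lower of 30 (camera adjusted p = 0.011, adjusted p = 0.379 with an estimated correlation). Glutathione genes moved higher, with 11 higher and 1 lower of 25 (camera adjusted p = 0.00115, adjusted p = 0.323 with an estimated correlation), as did ER stress, with 13 higher and 4 lower of 27 (camera adjusted p = 0.0081, adjusted p = 0.659 with an estimated correlation). Glucuronidation, sulfation and export moved higher, with 6 higher and 1 lower of 20 (camera adjusted p = 0.0106, adjusted p = 0.553 with an estimated correlation). The respiratory chain, with 3 higher of 33 (camera adjusted p = 0.00308, adjusted p = 0.722 with an estimated correlation), and the proteasome, with 7 higher of 28 (camera adjusted p = 0.00813, adjusted p = 0.833 with an estimated correlation), moved higher as well. Against baseline the proteasome median with APAP was 0.61 at 9 h and 0.42 at 24 h, so that move was not an increase in APAP animals. Nrf2 targets did not shift as a list, with 10 higher and 6 lower of 24 (camera adjusted p = 0.718). The topics of the study among them are not independent evidence.

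Adjusted over the list alone, some of these counts were higher. From 3 to 6 h 9 heat shock genes and 5 Nrf2 targets were higher, and 12 lipogenesis genes and 1 Nrf2 target lower. From 6 to 9 h 12 heat shock genes and 6 Nrf2 targets were higher, and 8 lipogenesis, 5 gluconeogenesis, 6 Atf4 and 1 endothelial gene lower. From 9 to 24 h 11 Nrf2 targets and 7 glucuronidation genes were higher and 14 Atf4 targets lower. The other lists named for these steps kept their counts.

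Vehicle animals also changed with time, which is the background for every APAP comparison, since they were fasted, dosed and then fed. Against baseline, 493 genes changed at 3 h (236 higher and 257 lower), 697 at 6 h (374 and 323), 888 at 9 h (483 and 405) and 909 at 24 h (503 and 406). Angptl8, a hormone gene induced by feeding, rose by 3.71 ± 0.18 at 3 h (limma adjusted p = 1.83e-07), and Igfbp1, a fasting gene, changed by -5.06 ± 0.35. At 6 h Fasn had risen by 3.81 ± 0.38 and Cpt1a, the gate to mitochondrial fat burning, had changed by -3.20 ± 0.20. By 9 h the values were 4.83 ± 0.26 for Fasn and -4.31 ± 0.19 for Cpt1a, and at 24 h Pnpla3 had risen by 6.19 ± 0.39 and Acot1 changed by -6.90 ± 0.36 (adjusted p = 1.03e-07). In the fixed panel 4 genes rose and 2 fell at 3 h, 5 and 4 at 6 h, and 3 and 3 at both 9 and 24 h. Feeding, dosing with vehicle and, at 3, 6 and 9 h, time of day differed from baseline and were not separated by the design.

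Lists showed which programmes changed in vehicle animals. Of the lipogenesis genes, 8 of 22 rose and 2 fell at 3 h, 14 rose and 1 fell at 6 h, 18 rose at 9 h and 19 rose at 24 h. Camera gave adjusted p = 0.000145, 6.24e-08, 9.26e-13 and 5.71e-20, against adjusted p = 0.153, 0.25, 0.25 and 0.153 with an estimated correlation. Among cholesterol biosynthesis genes, 11 of 21 rose at 3 h, 13 rose at 6 h, 14 rose at 9 h and 17 rose at 24 h. As a list these gave camera adjusted p = 6.67e-10, 1.74e-11, 4.88e-12 and 1e-16, against adjusted p = 0.25, 0.25, 0.25 and 0.208 with an estimated correlation. Of the Ppara targets of fatty acid oxidation, 6 of 29 fell at 3 h, 14 fell at 6 h, 16 fell at 9 h and 21 fell at 24 h. In the same order camera gave adjusted p = 8.85e-12, 5.57e-14, 8.47e-19 and 1.75e-24, against adjusted p = 0.25, 0.25, 0.208 and 0.169 with an estimated correlation. Among gluconeogenesis and fasting genes, 1 of 23 rose and 7 fell at 3 h, 1 rose and 7 fell at 6 h and 3 rose and 8 fell at 9 h. The camera adjusted p was 8.37e-05, 0.006 and 0.0171, against adjusted p = 0.25, 0.325 and 0.325 with an estimated correlation.

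Protein-handling lists were higher in vehicle animals too. Of the ER stress genes, 9 of 27 rose at 3 h, 13 rose and 2 fell at 6 h, 14 rose and 2 fell at 9 h and 6 rose and 3 fell at 24 h. Camera gave adjusted p = 7.19e-06, 4.79e-07, 4.94e-07 and 0.0129, against adjusted p = 0.439, 0.39, 0.329 and 0.609 with an estimated correlation. Among proteasome genes, 1 of 28 rose at 3 h, 5 rose at 6 h and 4 rose at 9 h. As a list these gave camera adjusted p = 1.53e-12, 4.29e-16 and 3.07e-12, against adjusted p = 0.372, 0.321 and 0.325 with an estimated correlation. Heat shock genes were higher at 3 h (10 of 21 rose, camera adjusted p = 6.47e-10, adjusted p = 0.25 with an estimated correlation) and lower at 24 h (2 of 21 rose and 5 fell, camera adjusted p = 0.0124, adjusted p = 0.501 with an estimated correlation). Among the Nrf2 targets, 3 of 24 rose at 3 h, 9 rose at 6 h, 7 rose at 9 h and 10 rose at 24 h. In the same order camera gave adjusted p = 0.000529, 2.45e-05, 2.98e-05 and 1.72e-06, against adjusted p = 0.355, 0.284, 0.25 and 0.25 with an estimated correlation. At 24 h the NADPH producer Me1 was at 3.08 ± 0.25. Of the glutathione genes, 3 of 25 rose at 6 h, 2 rose at 9 h and 5 rose at 24 h. The camera adjusted p was 0.0209, 0.0387 and 0.00456, against adjusted p = 0.329, 0.379 and 0.25 with an estimated correlation. Among Atf4 targets, 8 of 27 rose at 9 h and 9 rose at 24 h (camera adjusted p = 0.0124 and 0.00203, adjusted p = 0.609 and 0.521 with an estimated correlation), led at 24 h by the serine synthesis genes Psat1 (3.69 ± 0.19) and Phgdh (4.08 ± 0.48). Ribosome biogenesis was higher at 3 h (3 of 27 rose, camera adjusted p = 1.06e-10, adjusted p = 0.25 with an estimated correlation). Of the interferon genes, 3 of 21 rose at 6 h and 4 rose at 24 h (camera adjusted p = 2.87e-05 and 0.00696, adjusted p = 0.39 and 0.613 with an estimated correlation). Of the cholangiocyte markers, 1 of 17 rose at 6 h and 1 rose at 9 h (camera adjusted p = 0.0192 and 0.0173, adjusted p = 0.325 and 0.25 with an estimated correlation).

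Smaller shifts were called in other lists. The respiratory chain list was higher at 3, 6 and 9 h, and none of 33 passed (limma, 11 at an unadjusted p under 0.05) at 3 h, none passed (limma, 16 at an unadjusted p under 0.05) at 6 h and 1 rose at 9 h. Camera gave adjusted p = 0.00286, 0.000391 and 0.00242, against adjusted p = 0.61, 0.563 and 0.59 with an estimated correlation. Autophagy (5 of 30 fell) and immediate early genes (4 of 24 fell) were lower at 3 h (camera adjusted p = 0.00716 and 0.017, adjusted p = 0.325 and 0.25 with an estimated correlation). Of the pericentral genes, 1 of 18 rose and 5 fell at 9 h and 1 rose and 3 fell at 24 h (camera adjusted p = 0.0393 and 0.0316, adjusted p = 0.49 and 0.516 with an estimated correlation). The lysosome list was lower at all 4 times, and none of 28 passed (limma, 12 at an unadjusted p under 0.05) at 3 h, none passed (limma, 14 at an unadjusted p under 0.05) at 6 h, none passed (limma, 17 at an unadjusted p under 0.05) at 9 h and 1 fell at 24 h. As a list these gave camera adjusted p = 0.000529, 0.00602, 0.000453 and 9.96e-05, against adjusted p = 0.284, 0.325, 0.329 and 0.25 with an estimated correlation. The endothelial list was lower at 6 and 24 h, and none of 16 passed (limma, 8 at an unadjusted p under 0.05) at 6 h and none passed (limma, 6 at an unadjusted p under 0.05) at 24 h (camera adjusted p = 0.00331 and 0.0173, adjusted p = 0.208 and 0.25 with an estimated correlation). Kupffer cell markers were lower at 3 and 9 h, and none of 16 passed (limma, 10 at an unadjusted p under 0.05) at 3 h and none passed (limma, 4 at an unadjusted p under 0.05) at 9 h (camera adjusted p = 0.00116 and 0.0459, adjusted p = 0.532 and 0.706 with an estimated correlation). Lymphocyte markers were lower at 3 h, although no member passed by itself (limma, 8 at an unadjusted p under 0.05, camera adjusted p = 0.00602, adjusted p = 0.25 with an estimated correlation). The cell cycle list was lower at 3 h, where no member passed by itself (limma, 9 at an unadjusted p under 0.05, camera adjusted p = 0.0124, adjusted p = 0.25 with an estimated correlation). The vehicle counts adjusted over the list alone differed for Ppara targets at 3 h (7 fell) and 6 h (15 fell), Nrf2 targets at 6 h (10 rose) and 9 h (8 rose), glutathione genes at 6 h (4 rose) and Atf4 targets at 9 h (9 rose). The Nrf2, ER stress, autophagy and ribosome biogenesis topics came from the study and are not independent evidence.

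Genes called with APAP against vehicle were then set beside those called with APAP against baseline. At 3 h 238 genes rose against both controls and 102 fell against both, and at 6 h 653 rose and 371 fell. At 9 h the numbers were 844 and 590, and at 24 h 145 and 97. Both comparisons share the APAP arrays, so part of the overlap comes from them. With unchanged groups the simulated overlap (limma) was 0 at each time. Unchanged groups call almost no gene in either comparison, so this 0 does not measure how much the shared arrays add. Independent lists gave 11.2 and 5.82 at 3 h, 58.1 and 46.1 at 6 h, 94.7 and 84.1 at 9 h and 9.81 and 9.96 at 24 h. With split arrays the means were 206.7 and 84.5, 605.2 and 350.8, 777.7 and 553.6, and 126.8 and 79.7. Of the genes that rose against vehicle, 51.4% at 3 h, 66.6% at 6 h, 70.3% at 9 h and 67.1% at 24 h also rose against baseline, and of those that fell, 24.6%, 38.0%, 50.2% and 37.9% also fell.

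The lists were set beside baseline in the same way. Of those called against vehicle, 8 of 17 at 3 h, 7 of 13 at 6 h, 9 of 16 at 9 h and 13 of 20 at 24 h were called the same way against baseline. At 3, 6, 9 and 24 h 2, 1, 1 and 1 were called the opposite way, 5, 1, 1 and 3 turned direction without a call, and 2, 4, 5 and 3 kept their direction without a call. Called only against baseline were 6, 7, 4 and 5 lists in the same direction and 2, 1 and 1 at 3, 6 and 9 h in the other. Among the former were pericentral and periportal genes at 3, 6 and 9 h (lower, adjusted p of at least 0.336 with an estimated correlation). Among named genes that passed against vehicle, 45 of 96, 46 of 115, 45 of 137 and 27 of 87 had less than 0.5 times the change against baseline or the other sign, so many values above depend on the change in vehicle animals.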

Values the study reported

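In rats, the study found that hepatic glutathione had returned to 86% of the vehicle level at 24 h, against 55% in mice. From the loss of glutathione it calculated a total hepatic burden of the reactive metabolite of 0.87 mg/g liver in rats given 1000 mg/kg and 1.15 mg/g liver in mice given 300 mg/kg. The number of genes that changed in rats but not in mice was largest at 9 h, at 1819, and about 300 genes changed only in mice at each time.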

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

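The tests on ribosomal protein genes, on replicate 3 of APAP at 6 h and on regrouped time differences were chosen after the results were seen, and the other regrouping tests before.

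Samples far from the others of their group were sought with Dixon's ratio, the gap to the nearest animal over the range of the 5. Of 333 combinations of group and measure, 19 exceeded the limit, against 16.65 by chance (about 1 in 20), so single entries carry little weight. At baseline replicate 5 lay apart on glucuronidation, sulfation and export (0.811). In vehicle at 3 h replicate 3 did so on endothelial (0.807) and cholangiocyte markers (0.713) and replicate 2 on cholesterol biosynthesis (0.799). Replicate 2 of vehicle lay apart on gluconeogenesis and fasting at 6 h (0.877), on neutrophil markers (0.71) and the circadian clock (0.778) at 9 h, and on cytochrome P450 (0.819) and Ppara targets (0.78) at 24 h. With APAP at 3 h it was replicate 3 on Nrf2 targets (0.742) and replicate 5 on hypoxia (0.711). At 6 h it was replicate 2 on Kupffer cell markers (0.821) and gluconeogenesis (0.73) and replicate 3 on hepatocyte identity genes (0.73). At 9 h it was replicate 3 on autophagy (0.764), replicate 1 on cholangiocyte markers (0.787) and replicate 2 on periportal genes (0.768) and the respiratory chain (0.8). At 24 h replicate 3 lay apart on the first principal component (0.792).

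The effect of APAP against vehicle differed between times for many genes, by a limma test of the difference itself, to which changes in vehicle animals contribute too. From 3 to 6 h this held for 957 genes, with large differences up in Hspa1b (3.45), PVR (2.99), Grhl1 (2.89), Dusp5 (2.66) and Fbxo30 (2.54) and down in Nr0b2 (-2.55), Pnpla3 (-2.19), Nrep (-2.15), Bcl6 (-2.12) and Dusp1 (-2.09). From 6 to 9 h it held for 434, up in Mmp3 (4.77), Akr1b8 (3.00), Hsph1 (2.43), B4galt5 (2.02) and Nabp1 (1.95) and down in Trib3 (-2.87), Scd (-2.59), G6pc (-2.46), Rnf125 (-2.23) and Hist1h1c (-2.22). From 9 to 24 h it held for 2279, up in Slc17a3 (3.99), Thrsp (3.79), Car3 (3.77) and Mid1ip1 (3.22) and down in Hspa1b (-5.96), Atf3 (-5.77), Zfand2a (-4.82), Myc (-4.69) and Maff (-4.55).

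Whether a random regrouping of the animals could give such counts was tested with 100 of the 126 splits of 10 arrays. In each of the 8 comparisons of 2 groups only 1 of 100 splits, the real one, called as many genes, so chance can be excluded. The APAP counts were 877, 1957, 2376 and 472, against at most 2, 1, 1 and 3 in any other split. For vehicle they were 493, 697, 888 and 909, against at most 1, 2, 0 and 1 (limma, with 4503, 4826, 5117 and 4890 genes at an unadjusted p under 0.05 in the real groups). For the time differences APAP and vehicle arrays were both regrouped between the times, in 100 ways, with the common effects of time and APAP taken out. Only 1 of 100, the real one, called as many (957, 434 and 2279, against at most 27, 23 and 507), so random regrouping did not give such counts there either.

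At 24 h all 6 measured ribosomal protein genes were higher with APAP, with a median of 0.57, although only 2 passed. Rpl28, dim at a mean of 4.4, changed by 0.04, so it carries little weight. If normalization had raised the brightest genes, lists of 6 genes of like brightness would have risen as much, but the median lay at percentile 99.99 of 10000 such lists, which excludes that explanation. A biological alternative, that messengers of the translation machinery may rise together, predicted the same of 10 other translation genes. Their median was 0.42 (percentile 99.97), 9 were positive and 2 passed, which is in line with the prediction, but the list was written after values were seen and its Npm1 is also in the ribosome biogenesis list.

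Replicate 3 of APAP at 6 h lay between its group and the 3 h animals. On a scale from 0 (3 h mean) to 1 (6 h mean) it lay at 0.629, the other 6 h animals at 0.829 to 1.09 and the 3 h animals at 0.0294 to 0.150. An exchanged 3 h label would likely have put it near the 3 h animals, and the value excludes that. A slower course of injury in this animal could give such a position, but no biological explanation was tested.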

How the results depend on the processing

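Leaving out the arrays that lay apart was the only setting chosen after the results were seen.

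Every comparison still found changed genes and shifted lists under each alternative, apart from the lists under an estimated correlation. Counts stayed within 1.5 times the reported value with one fit of all arrays, limma-trend, robust empirical Bayes, array weights, the dimmest genes left out, cyclic loess and a replicate block. Leaving out each animal in turn gave 842 to 935 genes for APAP at 3 h, 1858 to 2002 at 6 h, 2334 to 2437 at 9 h and 441 to 499 at 24 h. For vehicle it gave 472 to 536, 658 to 724, 843 to 912 and 878 to 941, and for the differences between times 897 to 1048, 373 to 461 and 2233 to 2368. Called lists ranged from 15 to 18, 12 to 14, 14 to 17 and 17 to 21 with APAP, from 16 to 18, 13 to 17, 12 to 14 and 12 to 15 with vehicle, and from 6 to 9, 7 to 12 and 14 to 17 between times. Without the arrays that lay apart the APAP counts were 935, 1995, 2500 and 441, and those between times 1050, 493 and 2524.

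The threshold mattered by construction. With no fold threshold the APAP counts were 3829, 5939, 6424 and 1533, the vehicle counts 3090, 3629, 3916 and 3534, and those between times 2703, 1225 and 4462. At 2-fold they were 326, 693, 889 and 143, then 145, 198, 276 and 315, then 237, 109 and 834. With limma treat against 1.5-fold they were 278, 799, 1062 and 70, then 113, 160, 244 and 273, then 104, 22 and 668. At an adjusted p of 0.01 only the step from 6 to 9 h moved beyond the 1.5 range, to 284. Genes shared between times at that threshold were 626 (3 and 6 h), 470 (3 and 9 h), 41 (3 and 24 h), 1384 (6 and 9 h), 107 (6 and 24 h) and 178 (9 and 24 h), against 657, 517, 55, 1429, 132 and 216.

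With an estimated correlation, camera called 2, 1, 0 and 1 lists with APAP, where 7, 5, 3 and 12 had an unadjusted p under 0.05. For vehicle it called 0, 0, 0 and 0 (camera, with 9, 4, 6 and 7 at an unadjusted p under 0.05), and between times 0, 0 and 0 (camera, with 1, 4 and 7). Most list shifts therefore rest on the preset correlation.

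The labels do not say that a replicate number marks a shared litter or day, and arrays of the same number were no more alike (mean r -0.0036 over 180 pairs) than others (0.0011 over 720). With the replicate block the APAP counts were 875, 1966, 2372 and 473, the vehicle counts 486, 700, 889 and 914, and those between times 946, 431 and 2290. The called lists with the replicate block were 17, 12, 15 and 21, then 18, 15, 14 and 12, then 6, 9 and 15.

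Centring on 6 ribosomal protein genes moved the median of all genes to -0.70 at 24 h with APAP, to -0.27 and -0.37 with vehicle at 6 and 9 h, and to -0.53 from 9 to 24 h, and the counts moved with it. They became 10986 for APAP at 24 h (31 higher and 10955 lower), 1134 (159 and 975) and 2013 (171 and 1842) for vehicle at 6 and 9 h, and 5664 (232 and 5432) from 9 to 24 h. Elsewhere the counts held but the share higher moved, with 583 higher and 317 lower for APAP at 3 h, 849 and 1731 at 9 h, 143 and 536 for vehicle at 3 h, 331 and 683 at 24 h, 450 and 555 from 3 to 6 h, and 124 and 412 from 6 to 9 h. These 6 genes were higher with APAP at 24 h (2 passed), so the centring is not neutral there. Under it these genes changed sign at 24 h: Gclc -0.041, Lcn2 -0.69, Cyp2e1 -0.65, Alb -0.69, Sel1l -0.11, Hsp90b1 -0.13, Slc3a2 -0.092 and Hspe1 -0.094. So did the lists for bile acids (camera adjusted p = 7.72e-05), gluconeogenesis (0.0397) and the clock (0.896, no longer called). Under cyclic loess the hepatocyte identity list changed direction at 3 h (0.781), 6 h (0.0272) and from 9 to 24 h (0.0151), and the cause was not tested.

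Against baseline in place of vehicle, 532 genes changed at 3 h and 1170 at 24 h, because vehicle animals had themselves moved away from baseline. These genes changed sign. At 3 h they were Thrsp 0.17, Fam111a 0.96, Cyp7a1 0.35, Gclc 1.06, Hspa5 0.74, Creld2 0.31, Hyou1 0.20, Sdf2l1 0.30, Wipi1 -0.044, Chordc1 0.010, Sds -0.50, Msmo1 0.74, Dhcr7 0.38, Angptl4 -0.26 and Fasn 0.78. At 6 h they were Thrsp 0.051, Fasn 0.48, Cyp7a1 0.17, Gsta3 0.10, Creld2 0.10, Hyou1 0.21, Ahr -0.054, Pck1 -0.11, G6pc -0.19, Sds -0.54, Dhcr7 0.25, Cpt1a -0.61, Pex11a -0.21 and Acot1 -0.49. At 9 h they were Thrsp 0.60, Fasn 1.18, Creld2 0.12, Sds -0.31, Dhcr7 0.47, Cpt1a -1.25, Acot1 -1.74, Acot2 -0.14 and Irs2 -0.37. At 24 h they were Pklr 1.01, Scd 1.15, Fasn 3.596, Acss2 0.74, Cyp7a1 3.81, Derl2 0.20, Sel1l -0.15, Lbp -0.64, Aldh1b1 2.23, Abcg5 -0.49, Slco1a2 0.35, Idi1 0.98, Msmo1 0.80, Cyp51 0.42, Pnpla3 2.78, Bhlhe40 0.061 and Nr1d2 0.21.

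Over all settings, named genes that passed in the main fit or in the alternative kept their direction except for these 63 cases. A further 933 cases were no longer past the threshold and 194 were newly past it. Sign changes of genes that passed in neither were not counted. For lists the numbers were 6, 287 and 159, without the baseline setting. Against baseline, at 3, 6, 9 and 24 h, 2, 1, 1 and 1 called lists were called the opposite way and 5, 1, 1 and 3 turned direction without a call. Without the dimmest genes the median standard deviation was 0.123 for vehicle at 24 h and 0.114, 0.136, 0.132 and 0.154 for APAP at 3, 6, 9 and 24 h, since dim genes vary less on this scale. The other deposited table was not run, because its 45 value columns carry codes the labels do not explain. Dim genes near background limit what could be seen, and signal over background could not be computed from the deposited values.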

Other observations

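The feeding test was written before the results were seen, and its technical alternatives after.

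After dosing the animals were fed again, and lipogenesis genes that rose in vehicle animals over that time were lower with APAP. The hypothesis was that dosed animals may have resumed feeding less than vehicle animals, which predicted a correlation below -0.2, across genes, between the APAP effect and the vehicle change from baseline at 9 and at 24 h. To keep both differences apart, the vehicle arrays were split in 20 ways so that each used its own animals. The mean correlation was -0.412 at 9 h (-0.436 to -0.381), which met the prediction, and -0.158 at 24 h (-0.185 to -0.134), which missed it. Lipogenesis genes that had risen in vehicle animals had a median of -2.12 at 9 h and -1.18 at 24 h, beyond the bound of -0.3. With 1 part of the prediction missed the hypothesis remains open, and food intake was not in the files.

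Shared vehicle arrays could also give a negative correlation, but the split value of -0.412 excludes that as the whole cause at 9 h. At 24 h a correlation of -0.158 remained with no array shared (jackknife SE over animals 0.0421), and the value 2 SE higher, -0.0736, was still below 0. Sharing alone would leave no correlation, so this excludes it as the whole cause at 24 h, although bounds of -0.2 and -0.1 written earlier were missed and the bound of 0 was set with the value known. The authors' quantile normalization could do the same. After cyclic loess the value was -0.409 at 9 h and -0.161 at 24 h, where 2 SE higher gave -0.0772. Cyclic loess was run on the deposited values, which were already quantile-normalised, so it cannot undo that step. These values therefore do not decide whether the normalization contributed. Whether a direct effect of APAP on lipogenic regulators could give the 9 h values was not tested. Split correlations were -0.513 at 3 h and -0.459 at 6 h.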
